# LncTRPM2-AS inhibits TRIM21-mediated TRPM2 ubiquitination and prevents autophagy-induced apoptosis of macrophages in asthma

**DOI:** 10.1038/s41419-021-04437-6

**Published:** 2021-12-13

**Authors:** Xiaoping Li, Wenwen Wang, Yu Shao, Ji Zhou, Jiaqi Huang, Fei Xu, Xiu Gao, Mengyun Wu, Yongli Dong, Wenyan Wu, Jiamin Cai, Junyao Wang, Yunfei Ye, Zhengrong Chen, Chuangli Hao, Yi Yang, Jinping Zhang

**Keywords:** Immune cell death, Respiratory tract diseases

## Abstract

Long non-coding RNAs (lncRNAs) play a crucial role in macrophage development but little is known about their role in asthma. Here, we investigated the role of lncRNA lncTRPM2-AS in asthma and found that lncTRPM2-AS participates in the promotion of macrophage inflammation. Downregulation of lncTRPM2-AS promoted apoptosis and inhibited proliferation and production of cytokines including IL-1β, IL-4, IL-6, IL-10, TNF-α, and TGF-β. RNA-immunoprecipitation and mass spectrometry indicated that the protein TRPM2 interacted with both lncTRPM2-AS and the E3 ubiquitin ligase TRIM21. LncTRPM2-AS silencing enhanced the interaction between TRIM21 and TRPM2, resulting in elevated levels of ubiquitin-related degradation of TRPM2. Mutation analysis indicated that TRPM2 K1218 is a key site for TRIM21-dependent ubiquitination. Downregulation of lncTRPM2-AS significantly decreased intracellular calcium levels by restraining TRPM2 protein expression, which in turn decreased ROS levels and increased autophagy to promote macrophage apoptosis and reduce cytokine production, together inhibiting macrophage inflammation. Taken together, our findings demonstrate that lncTRPM2-AS blocks the ubiquitination of TRPM2 via TRIM21 and inhibits autophagy-induced apoptosis which may contribute to macrophage inflammation in asthma.

## Introduction

Allergic asthma is one of the most common respiratory diseases, and there are an estimated 300 million asthmatics globally, with more than 30 million in China alone [1, 2]. Unfortunately, the treatment of asthma has not significantly improved in the past years [3]. Asthma development is generally ascribed to specific allergens such as air pollution and pollen [4]. Recent studies have indicated that after initial stimulation, allergens are recognized by pattern recognition receptors (PRRs) on the surface of respiratory epithelial cells and result in the recruitment of various immune cells including macrophages, eosinophils, and dendritic cells (DC) which can release cytokines such as IL-4, IL-5, IL-13, IL-33, IL-25, and granulocyte-macrophage colony-stimulating factor (GM-CSF). These mediators result in IgE production, accumulation and activation of eosinophils, airway abnormalities, and bronchial hyper-responsiveness, which ultimately lead to the occurrence of allergic asthma [5, 6]. To identify novel treatment strategies for asthma, it is of great significance to further explore its fundamental pathogenesis.

Macrophages are the most abundant immune cell in the lung and have both pro-inflammatory and anti-inflammatory functions. Macrophages have been shown to play a key role in the development of allergic asthma [7–9]. The two extremes of functional profiles of macrophages are described as classical activation (M1) and alternative activation (M2). M1 macrophages are stimulated by IFN-γ and lipopolysaccharide (LPS) and produce IL-1β and IL-6 in response to intracellular pathogens while M2 macrophages are induced by IL-4 and IL-13 [10]. Studies have shown that the numbers of alveolar macrophages are elevated in asthma and they showed increased levels of M2 polarization, with a particular increase of CD206^hi^MHC-II^hi^ M2-type macrophages [11]. It is reported that FoxO1 as a central effector molecule in the development of allergic inflammation suggests a new therapeutic approach to alleviate the suffering of TH2/M2 cell-related allergic diseases [12]. However, the specific molecular mechanisms of macrophage inflammation in the regulation of allergic asthma are only incompletely understood.

Long non-coding RNAs (lncRNAs) are non-coding transcripts longer than 200 nucleotides, which are thought to play major regulatory roles in many physiological and pathological pathways including cell proliferation, differentiation, and apoptosis, as well as innate and adaptive immunity, inflammation, tissue repair, and remodeling [13–15]. A disruption of lncRNA expression, elicited by alterations in the sequence, conformation, expression levels or patterns, or interaction with binding proteins, has previously been shown to be related to the occurrence of human diseases [16, 17], including tumors, ischemic reperfusion injury, and degenerative neurological diseases [18]. Although there is increasing evidence that lncRNAs participate in various key biological functions, their roles in the development of allergic asthma are largely unclear.

In this study, we assessed lncRNA expression profiles in PBMCs [18], which are frequently used for genomic analyses of asthmatic patients, and LPS-activated THP-1 cells using high-throughput sequencing, microarray, and real-time PCR. We found that lncTRPM2-AS was upregulated both in asthmatic patients and LPS-activated THP-1 cells. LncTRPM2-AS silencing significantly inhibited macrophage proliferation and cytokine production. Moreover, we assessed the interaction of lncTRPM2-AS with TRPM2 and TRIM21. Silencing of lncTRPM2-AS strengthened the interaction between TRIM21 and TRPM2 and resulted in increased levels of ubiquitin-dependent degradation of TRPM2. Further experiments presented in this article suggested that TRPM2 K1218 is the key site for TRIM21-dependent ubiquitination. Downregulation of lncTRPM2-AS significantly decreased intracellular calcium levels by inhibiting TRPM2 protein expression, in turn decreasing ROS and cytokine levels and promoting macrophage autophagy and apoptosis. Taken together, here we show for the first time that lncTRPM2-AS blocks TRIM21-dependent TRPM2 ubiquitination and thereby inhibits autophagy-induced apoptosis of macrophages in asthma.

## Results

### LncTRPM2-AS is highly expressed in asthmatic PBMCs and LPS-activated THP-1 cells

To explore the role of lncRNAs in allergic asthma, we conducted high-throughput sequencing to analyze lncRNA expression profiles in peripheral blood mononuclear cells (PBMCs) from asthmatics and healthy controls. As expected, we found a significant difference in lncRNA expression profiles in PBMCs derived from asthmatic patients versus healthy controls (Fig. 1A), suggesting that certain lncRNAs may be associated with the development of asthma. Previous studies strongly indicated that endotoxins may participate in chronic airways diseases, in particular asthma, and LPS has previously been shown to induce cell activation and result in the expression of a number of lncRNAs [19]. Therefore, we also assessed the expression of lncRNAs in THP-1 monocytes stimulated with LPS or not via microarray. 

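THP-1 is a human monocytic leukaemia cell line, and lipopolysaccharide (LPS) is an outer membrane component of Gram-negative bacteria. The microarray experiment was made of 1 array of untreated control cells and 1 array of LPS-stimulated cells, both on the same slide and read in the same scan. The sample labels give a treatment time of 48 h and name DMSO for the control, whereas the paper describes these cells as untreated, and neither gives the LPS dose. RNA was labelled with a single dye and each array was read as 1 colour. The authors deposited the scanner software's intensity for each spot, after background subtraction by that software and without scaling between the arrays. The background-subtracted signal was negative at 825 non-control spots of the control array and 7251 of the LPS array. All non-control intensities are positive, the lowest being 2.38 and 2.12, so at such spots the intensity is not the subtracted signal itself. Each array held 180880 spots, of which 4974 were control spots, and the other 175906 belonged to 75149 probes. There were 49541 probes with 2 spots and 25608 probes with 3 spots. The median spot intensity was 128 on both arrays, the 75th percentile was 506 on the control array and 556 on the LPS array, and the 10th percentile was 16.1 on the control array and 4.30 on the LPS array. No spot was saturated. For the values given here, spots with an outlier flag were left out, the log2 intensities of the spots of each probe were averaged, and the 75th percentile of each array was subtracted, which lowered the LPS array by 0.13 (log2) relative to the control array. The pooled SD between spots of the same probe was 0.16 (log2) on the control array and 0.17 on the LPS array, over probes well above background on both. Spots are technical repeats, and with 1 array per condition no difference has a replicate check and no test was made. The files list probes by identifier without a gene name and mark no probe as lncRNA or mRNA, so results are given by probe and by the form of the probe name. Names starting with p belong to 38141 probes, names starting with A_ to 34235 probes and names starting with RNA to 2773 probes. Of these last, 2755 also carry a class label in the name, among them 306 labelled snoRNA or scaRNA, 141 labelled snRNA, 99 labelled tRNA and 17 labelled rRNA.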

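A probe was taken as detected on an array when a majority of its spots that carried no outlier flag were marked well above background by the scanner software. On the control array 68945 probes were detected, which is 91.7% of all probes, and on the LPS array 61912 probes or 82.4%. In total 61465 probes were detected on both arrays, 7480 on the control array alone, 447 on the LPS array alone and 5757 on neither. Among probes with p names, 29209 were detected on both arrays, or 76.6% of them. Among probes with A_ names the number was 29787, or 87.0%, and among probes with RNA names it was 2469, or 89.0%. With the scanner software's less strict flag for a positive and significant signal, the number detected on both arrays rose to 68824. Across the probes detected on both arrays, the log2 values of the arrays had a Pearson correlation of 0.974, which is a correlation across probes and not across samples. Which of these probes measure lncRNAs is not stated in the files.

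**Figure D1:**
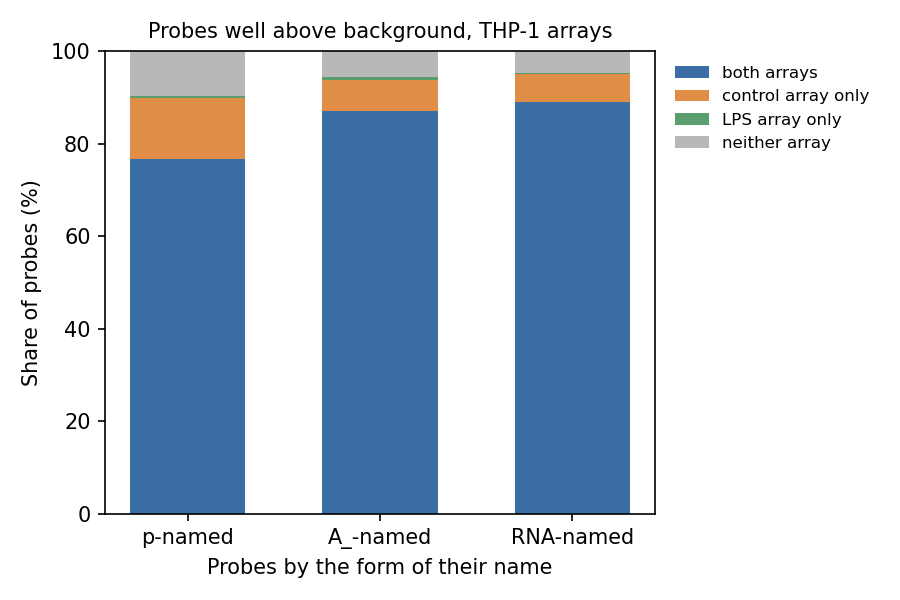
Share of probes (%) well above background on both arrays, on the control array alone, on the LPS array alone and on neither, for probes grouped by the form of their name, with 1 array per condition. The share on both arrays is 76.6% for p names, 87.0% for A_ names and 89.0% for RNA names, and more probes are detected on the control array alone than on the LPS array alone in each group.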

We identified hundreds of lncRNAs that were expressed in both LPS-activated cells and non-stimulated cells (Fig. 1B). We identified five lncRNAs which were upregulated both in PBMCs from asthmatics and LPS-stimulated THP-1 cells and twelve downregulated lncRNAs (Fig. 1C). 

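Of these 2 data sets, only the THP-1 arrays were analysed here, and the PBMC sequencing was not used. A probe was called at a difference of at least 2-fold between the arrays. Where a probe was well above background on only 1 array, its fold is a lower bound, the brighter array against the higher of the lowest detected signal on the dimmer array and the probe's own value there. At this threshold 543 probes were higher and 11473 were lower on the LPS array, so that 95.5% of the calls were lower. Of the calls, 39 higher and 6911 lower rest on such a bound. Among probes with p names 175 were higher and 7353 lower, and among probes with A_ names 365 were higher and 3863 lower. Probes with RNA names gave 3 higher and 257 lower, and those labelled snoRNA or scaRNA gave 0 higher and 36 lower. These counts changed less with a single scaling factor than with a normalization that varies with the signal. With no scaling between the arrays, 754 probes were higher and 10142 lower. Under quantile normalization, which forces the same distribution on both arrays, 2827 probes were higher and 3610 lower, so that 56.1% of the calls were lower. Among probes with RNA names, 72 were then higher and 76 lower. With the normexp background correction 312 were higher and 1314 lower, and among probes with RNA names 0 and 26. This setting adds an offset of 50 to every value, which by itself shrinks the log2 differences of dim probes. Its smaller counts therefore cannot be put down to the background correction alone. The calls also depend on the signal. With the probes ranked by their mean signal and divided into 10 groups of equal size, the median difference, LPS minus control, was -1.84 (log2) in the dimmest group and 0.03 in the brightest, while the SD between spots of the same probe in the dimmest group was 0.53 on the control array and 0.54 on the LPS array. In the brighter part of all probes, those at or above the median signal of 138, there were 348 higher and 793 lower calls.
The probes with the largest measured rise were A_24_P250922, with a signal of 133 on the control array and 10113 on the LPS array, a difference of 6.11 (log2), and A_23_P79518, with signals of 1069 and 36471 and a difference of 4.96. The second of these had 1 spot without an outlier flag on the LPS array. The largest measured falls were those of A_23_P12746, from 7278 to 12.7, a difference of -9.30, and A_33_P3247042, from 7260 to 43.4, a difference of -7.52. Each of these differences exceeds the SD between spots, which was at most 0.25 among the pairs of spots of these probes. The paper sets the lncRNAs that changed in LPS-stimulated THP-1 cells beside those that changed in PBMCs from asthmatics. From those that changed in the same direction in both, it selects some for further study.

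**Figure D2:**
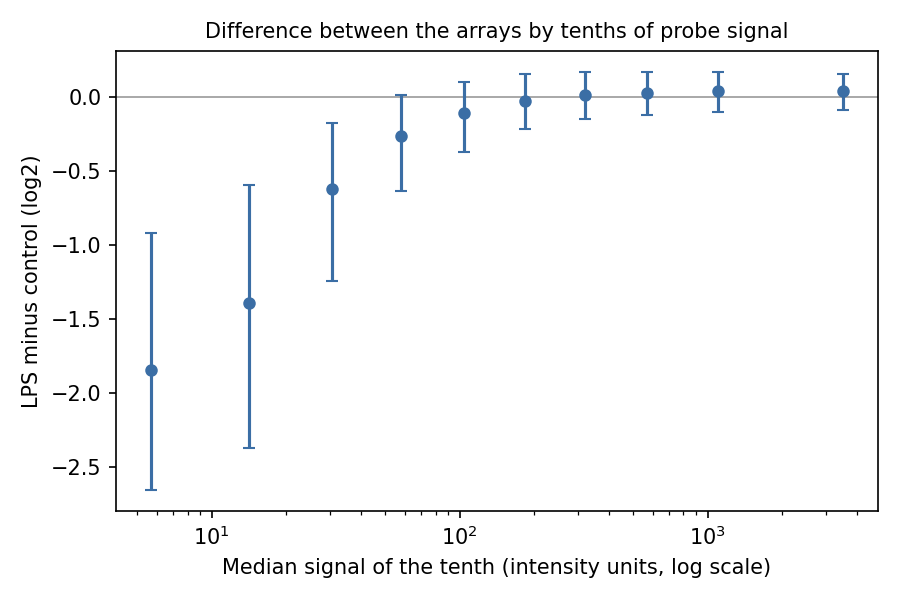
Difference between the arrays, LPS minus control (log2, after scaling to the 75th percentile), against signal (intensity units, log axis) for 10 equal groups of probes ranked by mean signal, with 1 array per condition. Points are medians over the probes of a group and bars run from the 25th to the 75th percentile over probes, and the medians lie from -1.84 in the dimmest group to 0.03 in the brightest.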

From these lncRNAs, we selected four (two upregulated and two downregulated) which we further verified via RT-PCR. Consistent with the array data, RT-PCR confirmed that XLOC009836 and lncTRPM2-AS were upregulated while ENSG00000259225.2 and ENSG00000243429.1 were downregulated in LPS-treated cells (Fig. 1D). Amongst these, we found that lncTRPM2-AS expression was also significantly elevated in a house dust mite-induced cellular asthma model (Fig. 1E). Therefore, we decided to further investigate the role of lncTRPM2 in macrophage inflammation.

**Fig. 1:**
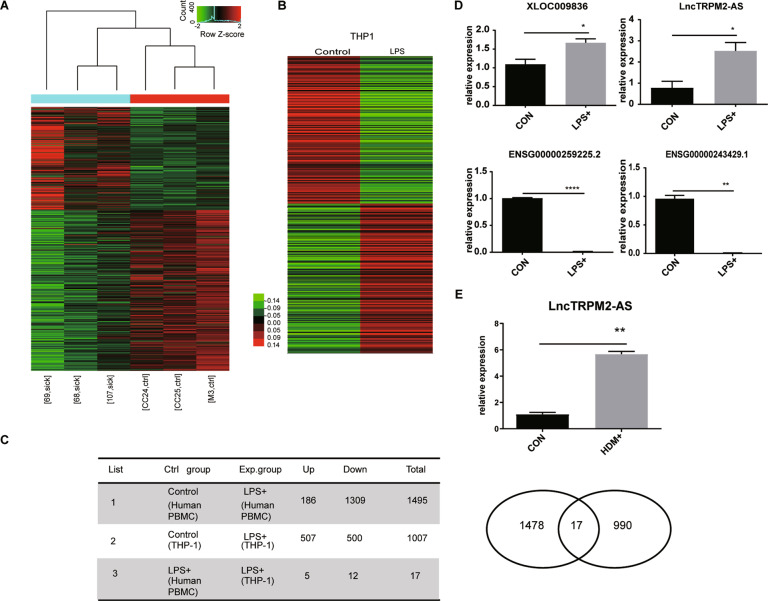
LncTRPM2-AS is highly expressed in PBMCs from asthmatic patients and LPS-stimulated THP-1 cells. **A** Expression profiles of lncRNAs in PBMCs from asthmatics and healthy controls. sick, asthmatic person PBMCs; ctrl, healthy person PBMCs. **B** Expression profiles of lncRNAs in LPS-stimulated THP-1 cells. **C** High-throughput sequencing data analysis and microarray analysis, differential expression analysis and cross-integration of data. **D** Four lncRNAs that were upregulated or downregulated both in asthmatic PBMCs and LPS-stimulated THP-1 cells were selected for RT-PCR analysis. **E** High expression of lncTRPM2-AS in HDM-stimulated THP-1 cells by RT-PCR. Bars, ± SD; *n* = 3, *P < 0.05; **P < 0.01; ****P < 0.0001.

### LncTRPM2-AS inhibits macrophage apoptosis and promotes cytokine production

To investigate the functional role of lncTRPM2-AS in macrophages, we first explored the cellular localization of lncTRPM2-AS in THP-1 cells. Using fluorescence in situ hybridization (FISH), we found that lncTRPM2-AS was mainly located in the cytoplasm and cytomembrane (Fig. 2A), suggesting that it may exert its function predominantly in these cellular compartments. To further examine the functional role of lncTRPM2-AS in macrophages, we established a stable lncTRPM2-AS-silenced THP-1 cell line using shRNA. RT-PCR confirmed successful lncTRPM2-AS knockdown in this cell line, further referred to as shAS (Fig. 2B). We initially assessed cell proliferation and apoptosis and found a significant reduction in proliferation in the shAS cell line (Fig. 2C). Likewise, knockdown of lncTRPM2-AS resulted in elevated levels of apoptosis compared with control cells, as assessed by flow cytometry (Fig. 2D), indicating that lncTRPM2-AS plays an important role in preventing macrophage apoptosis. Moreover, we assessed the expression levels of cytokines such as IL-1β, IL-4, IL-6, IL-10, TNF-α, and TGF-β using RT-PCR which revealed that lncTRPM2-AS knockdown inhibited the production of these cytokines (Fig. 2E). These results propose that lncTRPM2-AS plays an important role in regulating macrophage apoptosis and inflammation.

**Fig. 2:**
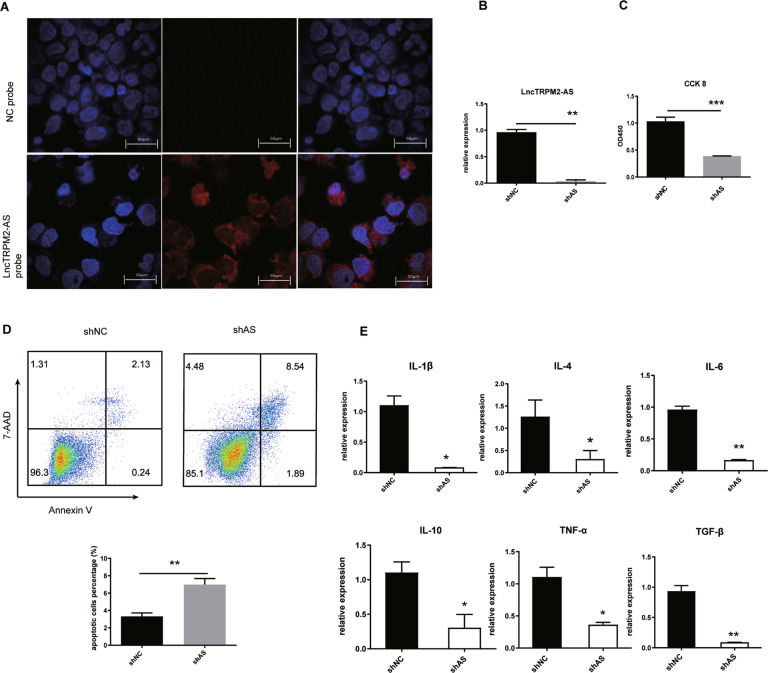
LncTRPM2-AS silencing promotes THP-1 cell apoptosis and inhibits cytokine production. **A** THP-1 cells were labeled with a lncTRPM2-AS probe (red) and negative control (NC) probe (red) using fluorescence in site hybridization (FISH), and counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (nucleus staining, blue). **B** Confirmation of decreased lncTRPM2-AS levels following lncTRPM2-AS shRNA treatment. **C** Detection of cell proliferation in shNC or shlncTRPM2-AS (shAS) cells with the CCK-8 assay. **D** Detection of the apoptosis in shNC and shAS cells with the Annexin V/7-AAD assay. **E** Detection of the levels of IL-1β, IL-4, IL-6, IL-10, TNF-α, and TGF-β in shNC and shAS cells by RT-PCR. Bars, ± SD; *n* = 3, *P < 0.05; **P < 0.01; ***P < 0.001.

### LncTRPM2-AS regulates TRPM2 protein stability

We next further investigated the molecular mechanisms by which lncTRPM2-AS may regulate macrophage inflammation. Mass spectrometry was conducted to evaluate the protein level expression change in shAS cells compared to shNC THP-1 cells. Moreover, GO and KEGG analysis revealed that lncTRPM2-AS knockdown resulted in changes in the expression of several proteins related to apoptosis, cell proliferation, protein poly-ubiquitination, and cytosolic calcium signaling (Fig. 3A, B). The first ten significantly reduced proteins were analyzed by mass spectrometry in shAS and shNC cells. As TRPM2 showed the highest fold change in molecules with a unique peptide detection greater than 10, we focused our further analyses on this protein (Supplementary Table 1). Western blotting confirmed that lncTRPM2-AS silencing significantly reduced TRPM2 protein levels (Fig. 3C), However, RT-PCR results showed no difference in TRPM2 mRNA level between shAS cells and shNC cells (Fig. 3D). This indicates that the regulation of the TRPM2 protein level may occur in post-translational modification. Interestingly, it has previously been reported that lncTRPM2-AS is transcribed from the antisense strand of TRPM2 gene [20], but there have not yet been any reports concerning the relationship between lncTRPM2-AS and TRPM2. We speculated that lncTRPM2-AS may bind to TRPM2 in macrophages and therefore performed an RNA pull-down assay using biotinylated lncTRPM2-AS to identify its binding partners. This demonstrated that lncTRPM2-AS was able to bind TRPM2 protein (Fig. 3E). Moreover, RNA-immunoprecipitation (RIP) also confirmed a specific binding between lncTRPM2-AS and TRPM2 (Fig. 3F). These results demonstrated that lncTRPM2-AS could bind to TRPM2 protein and might influence macrophage inflammation by regulating TRPM2 protein levels.

**Fig. 3:**
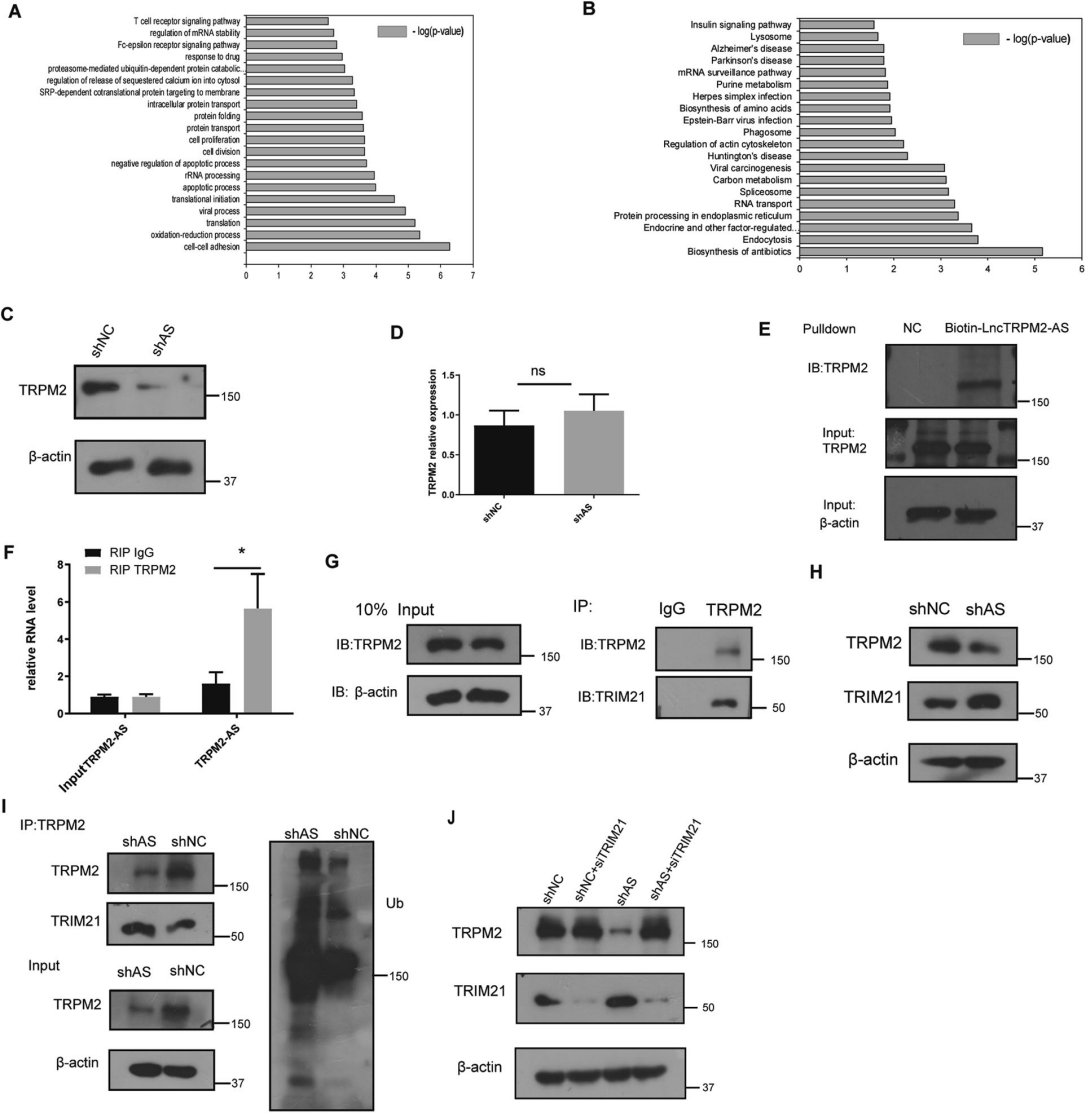
LncTRPM2-AS regulates TRPM2 protein expression. **A** GO analysis and **B** KEGG analysis showed the differentially expressed protein-coding genes in shNC and shlncTRPM2-AS cells. **C** TRPM2 protein levels were assessed by Western blot. **D** The experession of TRPM2 mRNA level in shAS cells was detected by qPCR. **E** The interaction between lncTRPM2-AS and TRPM2 was confirmed by RNA pull-down and Western blot. **F** RIP was performed using anti-TRPM2 and control IgG antibodies, followed by real-time PCR to examine the enrichment of lncTRPM2-AS and β-actin. β-actin served as the negative control. **G** The interaction between TRPM2 and TRIM21 was confirmed by co-immunoprecipitation (IP). **H** Detection of TRPM2 and TRIM21 protein in shNC and shAS cells. **I** TRPM2 antibodies were used for co-immunoprecipitation (IP) in shNC and shAS lysates, and TRIM21 and ubiquitin levels were detected. **J** Detection of TRPM2 and TRIM21 protein in shNC and shAS cells transfected with siTRIM21. Bars, ± SD; *n* = 3, ns not significant; *P < 0.05.

To further explore how lncTRPM2-AS regulates TRPM2 protein expression, we performed a pull-down experiment for TRPM2 in shNC and shAS cells to identify TRPM2-interacting proteins by mass spectrometry (MS). MS results indicated that TRIM21 was the most abundant E3 ubiquitin ligase in shAS among TRPM2-interacting proteins (Supplementary Table 2). This interaction was further confirmed by Co-IP in THP-1 cells (Fig. 3G). In addition, RIP experiments in THP1 cells showed that LnTRPM2-AS also interacted with TRIM21 (Supplementary Fig. 1). LncTRPM2-AS silencing increased TRIM21 protein levels while decreasing TRPM2 protein levels (Fig. 3H). Interestingly, Western blotting and Co-IP revealed that silencing of lncTRPM2-AS resulted in a stronger binding between TRIM21 and TRPM2 (Fig. 3I) and TRPM2 exhibited higher ubiquitination levels in lncTRPM2-AS silenced cells than in control cells (Fig. 3I). To further investigate the molecular mechanism of the regulation of TRPM2 by lncTRPM2-AS, TRIM21 siRNA were transfected into shNC or shAS cells, Western-blot showed that TRPM2 were increased in shAS cells after downregulation of TRIM21 (Fig. 3J). These results indicated that lncTRPM2-AS knockdown facilitates the interaction between TRIM21 and TRPM2, resulting in ubiquitin-dependent degradation of TRPM2.

### TRPM2 K1218 is the key site for TRIM21-dependent ubiquitination

To identify the exact site of TRPM2 which was ubiquitinated by TRIM21, we searched a database of ubiquitination sites (http://plmd.biocuckoo.org) and found a total of 11 sites where TRPM2 may be ubiquitinated (Fig. 4A). We next constructed TRPM2-encoding plasmids with specific mutations at these 11 sites (K8R, K55R, K107R, K330R, K314R, K405R, K423R, K596R, K703R, K1218R, and K1544R) and confirmed the mutations by sequencing. To explore which sites contribute to TRIM21 ubiquitination, we co-transfected the above plasmids, Ub-HA, TRIM21-Flag, and TRPM2 into 293T cells and evaluated TRIM21-dependent ubiquitin degradation in the clones by Western blotting. The results indicated that only mutant K1218 TRPM2 could escape TRIM21-dependent degradation (Fig. 4B, C), which strongly indicated that the K1218 site of TRPM2 represents the key site for TRIM21-dependent ubiquitination. Further experiment suggested that mutation of TRPM2 K1218R abolished TRPM2 degradation mediated by TRIM21 (Fig. 4D). To clarify whether lncTRPM2-AS is through affecting the binding of TRIM21 to the ubiquitination site of TRPM2 to affect the ubiquitination degradation of TRPM2, we implemented two co-transfection experiments to detect the effect of lncTRPM2-AS on the ubiquitination area of TRPM2 and co-transfected lncTRPM2-AS, wild-type TRPM2 or mutant TRPM2 (K1218R) in 293T cells. RIP experiments were conducted to detect the amount of lncTRPM2-AS after IP of TRPM2. We found that there is no difference between wild-type and mutant TRPM2 for combination with lncTRPM2-AS (Fig. 4E). Therefore, we speculate that lncTRPM2-AS may bind to a certain structure of TRPM2 rather than an exact site to hinder the substrate ubiquitination by TRIM21. Based on this, we constructed a WT full-length plasmid of TRPM2 (0–4662 bp), Domain 1 (0–1092 bp), and Domain 2 (0–2937 bp), all of which are tagged with Myc and co-transfected with lncTRPM2-AS in 293T cells, The western blot demonstrated that the domains were constructed (Supplementary Fig. 2), The expression of lncTRPM2-AS was detected by Q-PCR after IP Myc, and the results showed that the binding of full-length TRPM2 to lncTRPM2-AS was significantly higher than that of domains 1 and 2 (Fig. 4F), indicating that lncTRPM2-AS mainly binds to the C-terminal part of TRPM2 including TRPM2 ubiquitinated site K1218R (nucleotide at position 3653). Therefore, lncTRPM2-AS spatially affects the ubiquitination of TRPM2 by TRIM21 via binding to the C-terminus of TRPM2 but not dependent on one amino acid site.

**Fig. 4:**
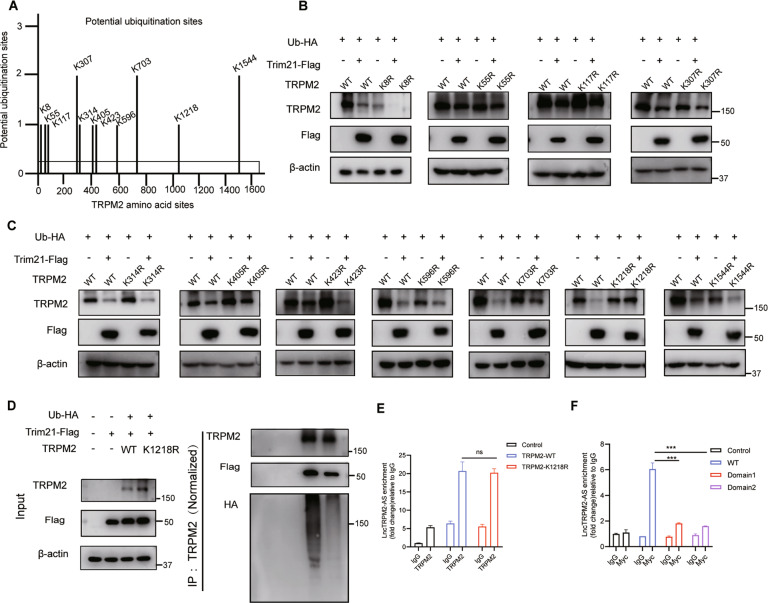
TRIM21 induces TRPM2 ubiquitination at Lys1218. **A** Potential ubiquitination sites of TRPM2 obtained from http://plmd.biocuckoo.org/. **B**, **C** Western blot analysis of TRPM2 in HEK293T cells co-transfected with Flag-Trim21, HA-Ub, and wild type or mutant TRPM2 (TRPM2 mutants: K8R, K55R, K117R, K307R, K314R, K405R, K423R, K596R, K703R, K1218R, and K1544R). **D** Immunoprecipitation analysis of ubiquitination of TRPM2 in HEK293T cells co-transfected with HA-Ub, Flag-TRIM21, and TRPM2 (WT or K1218R). **E** RIP experiments were used to detect the amount of lncTRPM2-AS after IP TRPM2. **F** RIP experiments were used to detect the amount of lncTRPM2-AS after IP Myc which represent different domains of TRPM2 as indicated. Bars, ± SD; *n* = 3, ns not significant; ***P < 0.001.

### LncTRPM2-AS increases calcium and ROS levels to decease autophagy-induced apoptosis

It has been reported that TRPM2, a member of the TRPM family, is involved in intracellular calcium signaling and oxidative stress [21]. Furmanik [22] stated that Ca2^+^ induces ROS production in VSMCs via Nox5. Consistent with this report, We used the TRPM2 channel activator cADPR to stimulate THP1 cells and then used flow cytometry to detect changes in cellular ROS. It was found that compared with the solvent group, the ROS level was indeed increased after the cells were treated with cADPR (Supplementary Fig. 3).

cADPR activates the TRPM2 channel to promote the increase of calcium, which explains the increase of ROS. LncTRPM2-AS silencing decreased TRPM2 protein level. Thus, we assessed cellular calcium and ROS levels in control and lncTRPM2-AS-silenced cells using flow cytometry, which revealed that both calcium and ROS were decreased after silencing of lncTRPM2-AS (Fig. 5A, C). Consistent with the flow cytometry results, confocal laser scanning microscopy showed that the density of the calcium in a single shAS cell was significantly lower than that in shNC group (Fig. 5B). Cellular ROS are known to regulate autophagy by activating multiple kinase-dependent signaling pathways to initiate autophagosome formation or autophagy degradation [23]. Autophagy can induce apoptosis via the modulation of specific signaling pathways [24]. Hence, we further wanted to assess whether ROS levels may affect autophagy levels in lncTRPM2-AS-silenced cells. This revealed that autophagy levels were elevated after silencing of lncTRPM2-AS (Fig. 5D) and led us to hypothesize that lncTRPM2-AS knockdown may result in cellular apoptosis due to high levels of autophagy. Calcium is known to promote the formation of ROS-producing enzymes and free radicals [25, 26]. To assess whether the impact of lncTRPM2-AS in apoptosis and autophagy in macrophages depends on calcium and ROS levels, we applied the calcium activator to rescue cellular calcium levels in lncTRPM2-AS-silenced cells. cADPR, which is a specific agonist for TRPM2 C-terminal domain [27], was used to rescue the calcium flux in lncTRPM2-AS silenced cells. Flow cytometry analysis indicated that the cellular calcium of shAS cells treated with cADPR could not be recovered (Supplementary Fig. 4A). These remind us that the function of TRPM2 agonist cADPR depends on the expression level of TRPM2, this is consistent with the previous report [28]. Since TRPM2 is degraded in shAS cells, using the TRPM2 channel activator cADPR cannot rescue the missing calcium in the cells, then we used the voltage-gated calcium channel activator Bay-K-8644 instead of cADPR. We found that Bay-K-8644 can restore calcium in shAS cells (Supplementary Fig. 4B). To our surprise, treatment with Bay-K-8644 completely abrogated the impact of lncTRPM2-AS knockdown on ROS levels (Fig. 5E), suggesting that ROS levels were indeed regulated by intracellular calcium. Moreover, calcium activator treatment in lncTRPM2-AS-silenced cells also reversed the impact on apoptosis (Fig. 5F) and autophagy levels (Fig. 5G) as well as expression levels of certain cytokines, including IL-1β, IL-4, IL-6, IL-10, TNF-α, and TGF-β (Fig. 5H). These results indicated that lncTRPM2-AS silencing decreased cellular ROS and increased autophagy levels in THP-1 cells by modulating calcium levels, promoting apoptosis, reducing cytokine expression, and ultimately resulting in reduced levels of macrophage inflammation.

**Fig. 5:**
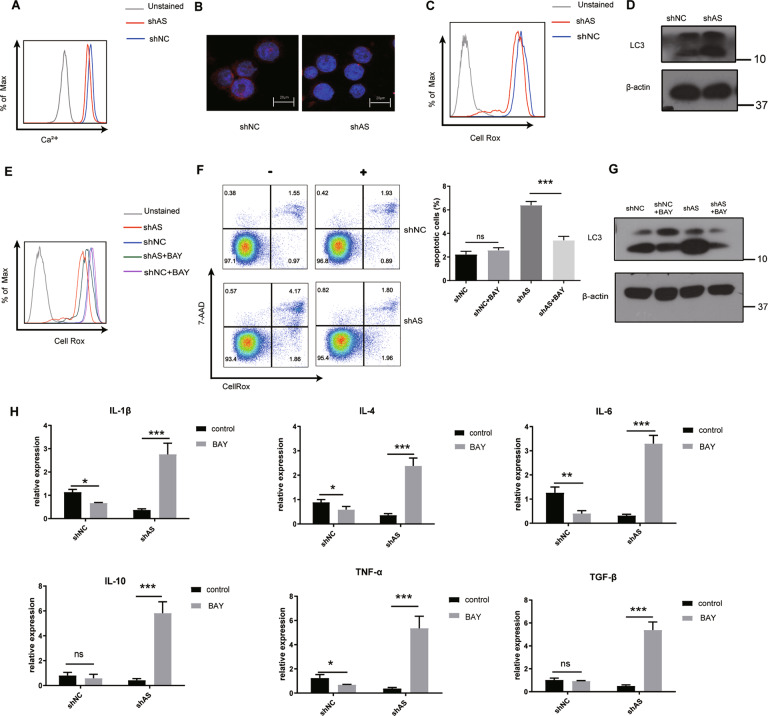
LncTRPM2-AS modulates macrophage apoptosis and cytokine production by regulating calcium levels. **A** Calcium and **C** ROS levels were detected by flow cytometry. **B** The density of calcium in a single shAS cell and shNC cell was detected by Confocal laser scanning microscopy. **D** Detection of LC3 protein in shNC and shAS cells by Western blotting. **E** ShNC and shAS cells were treated with a final concentration of 10 μM calcium activator BAY-K-8644 and the levels of ROS, **F** apoptosis, **G** LC3 protein, or **H** cytokines including IL-1β, IL-4, IL-6, IL-10, TNF-α, and TGF-β, were detected. Bars, ± SD; *n* = 3, ns not significant; *P < 0.05; ***P < 0.001.

## Discussion

Among various cell types involved in allergic asthma, it has become clear that macrophages play an important role in the pathogenesis of the disease [29, 30]. During the phases of initiation and regression of inflammation, macrophages are activated and polarized. For instance, M2 macrophages in the bronchoalveolar lavage fluid of asthmatic patients highly express histamine receptor H1 (HRH1) and E-cadherin, secrete high levels of chemokines, and promote eosinophil infiltration into the lungs [31]. Moreover, increased numbers of M1 macrophages are also associated with asthma severity [32]. These findings suggested that macrophages may play a critical role in the pathogenesis of asthma. Exploring the molecular mechanisms of how macrophages contribute to asthma may elucidate novel targets for its treatment. As novel groups of non-coding transcripts, lncRNAs have been shown to participate in many biological pathways and inflammatory diseases via various mechanisms [15–17]; for example, lncRNAs are involved in cellular signal transduction or regulation of gene expression by interfering with mRNA splicing [18]. Numerous studies have since shown a functional role of lncRNA in various inflammatory diseases, however, their role in allergic asthma remained to be elucidated.

Several long noncoding RNAs (lncRNAs) have previously been reported to act as modulators of various aspects in the pathogenesis of asthma [33, 34]. Xia et al. [34] demonstrated that lncRNA BAZ2B, which is upregulated in asthmatic children and mainly expressed in monocytes, has the potential to promote the M2 polarization of macrophages by stabilizing BAZ2B precursor mRNA to enhance its cis-targeting BAZ2B. Han et al. [33] observed that lncRNA PTPRE-AS1 increased the expression of receptor-type tyrosine protein phosphatase ε (PTPRE) to suppress IL-4-induced M2 macrophages via the MAPK/ERK 1/2 pathway in vitro. Via RNA pull-down and ChIP assays, the authors demonstrated that lncRNA PTPRE-AS1 directly binds to WDR5 to modulate H3K4 trimethylation of the PTPRE promoter to repress M2 macrophage activation. Moreover, the expression of lncRNA PTPRE-AS1 and PTPRE have been shown to be reduced in PBMCs from asthmatic patients and expression levels of two are positively correlated, which indicated a potential role for lncRNA PTPRE-AS1 in the attenuation of M2 macrophage-mediated inflammation. The above two papers focused on the study of the role of lncRNAs in M2 macrophage-mediated inflammation in asthma. In the present study, we conducted high-throughput sequencing of patient samples combined with microarray analysis of lncRNAs in LPS-stimulated THP1 cells and identified a common upregulated lncRNA, lncTRPM2-AS. We demonstrated that lncTRPM2-AS predominantly acts in the cytoplasm and cytomembrane of macrophages and knockdown of this lncRNA significantly reduced the expression of cytokines related to both M1 and M2 macrophages (IL-1β, IL-4, IL-6, IL-10, TNF-α, and TGF-β). At the same time, lncTRPM2-AS silencing promoted apoptosis. There is a complex interplay between autophagy and apoptosis; the two can both be activated by a variety of stress stimuli and share multiple regulatory molecules [35, 36]. It has previously been reported that activation of autophagy inhibits airway fibrosis, which is one of the characteristics of asthma [37]. In our study, lncTRPM2-AS knockdown increased levels of autophagy of THP1 cells. To assess the reason for the increase in autophagy after lncTRPM2-AS knockdown, we used mass spectrometry to identify changes in protein levels. This revealed a decreased expression of TRPM2, which is involved in the release of calcium ions and furthermore participates in pathological processes such as oxidative stress and cell death. In accordance with this, we found reduced calcium and ROS levels after silencing of lncTRPM2-AS. Conversely, treatment with the calcium ion agonist Bay-K-8644 rescued ROS levels in lncTRPM2-AS-silenced cells. Studies have previously suggested that asthma is a chronic inflammatory disease of the respiratory tract, which is caused by cellular mechanisms that produce increased levels of reactive oxygen species (ROS) [38]. Our experiments confirmed that knockdown of lncTRPM2-AS decreased ROS levels while increasing autophagy and ultimately leading to apoptosis; our data suggest that these effects were initiated by modulation of intracellular calcium levels via TRPM2.

Previous papers have shown that the E3 ligases Cbl-b, ITCH, and TRIM18 are associated with inflammation in asthma [39]. In our study, immunoprecipitation-mass spectrometry (IP-MS) in lncTRPM2-AS-silenced cells revealed an increased binding and subsequent ubiquitination of TRPM2 by ubiquitin ligase TRIM21. Some articles have used quantitative proteomics [40], IHCKSAAP_UBsite [41], quantification of 10,000 ubiquitination sites in a single proteomics experiment, and quantitative investigation of ubiquitination sites in vivo [42, 43] to predict potential ubiquitination sites in TRPM2 but few studies have reported the biological function of TRPM2 after ubiquitination. The ubiquitin-proteasome system is the major pathway for protein degradation, a fundamentally crucial process in eukaryotes [44, 45]. Using IP-MS, we found that the ubiquitin ligase TRIM21 interacted with TRPM2. Moreover, lncTRPM2-AS knockdown enhanced binding between TRIM21 and TRPM2, thereby resulting in increased levels of ubiquitination and degradation of TRPM2. After transfecting control or lncTRPM2-AS-silenced cells with siTRIM21, TRPM2 protein levels were essentially restored to normal levels in lncTRPM2-AS silencing cells while there was no change in control cells.

It has been reported that TRPM2 is associated with cellular calcium channel and acts as a sensor of cellular ROS, which participates in many physiological and pathological processes [46, 47]. Here we found that calcium and ROS levels were both decreased in lncTRPM2-AS-silenced cells compared to controls. ROS can induce mTORC1 expression via inactivation and oxidation of PTEN and TSC1/2, thereby negatively regulating autophagy [48]. Interestingly, we found that knockdown of lncTRPM2-AS enhanced cellular autophagy levels. As autophagy is often associated with apoptosis, we found that apoptosis was induced by increased levels of autophagy in lncTRPM2-AS-silenced cells. Intracellular calcium levels are closely related to ROS production, activating ROS-producing enzymes and promoting the formation of free radicals [49]. Thus, we speculated that lncTRPM2-AS may regulate cellular ROS levels, autophagy, and apoptosis by influencing cellular calcium levels. By treating lncTRPM2-AS-silenced cells with a calcium activator (Bay-K-8644), we found that effects of lncTRPM2-AS silencing on ROS levels, autophagy, apoptosis, and cytokine expression were reversed. Collectively, our data suggest that lncTRPM2-AS regulates macrophage apoptosis and cytokine production by modulating intracellular calcium levels.

In summary, lncTRPM2-AS blocks TRIM21-dependent ubiquitination of TRPM2 and inhibits autophagy-induced apoptosis of macrophages in asthma. LncTRPM2-AS may be used as a diagnostic indicator and molecular target for asthma treatment, although extensive preclinical and clinical research will be required prior to the use of molecular targets in the clinic.

## Methods

### High-throughput sequencing and microarray analysis of lncRNAs

PBMCs derived from asthmatic patients and healthy controls were extracted and re-suspended in Trizol plus reagent. Total RNA and lncRNA sequencing was performed by Cloud Seq Biotech in Shanghai, China. High-throughput sequencing data has been deposited in NCBI Gene Expression Omnibus (GEO) under the accession number GSE174325. LPS-treated and untreated THP-1 cells were collected in Trizol plus reagent. Microarray analysis of total RNA and lncRNA was performed by Boao Biotech in Guangzhou, China. Microarray data has been deposited in NCBI Gene Expression Omnibus (GEO) under the accession number GSE174197.

### Plasmids

Full-length human TRPM2 (Transient receptor potential cation channel subfamily M member 2) DNA was purchased from Addgene and eleven mutant constructs (K8R, K55R, K117R, K307R, K314R, K405R, K423R, K596R, K703R, K1218R, and K1544R) were generated using specific primers (shown in Supplementary Table 3), the PrimeSTAR® GXL DNA Polymerase (TAKARA) and FastDigest DpnI (Thermo Fisher Scientific) according to the manufacturer′s instructions. A TRIM21-Flag plasmid was kindly provided by Dr. Wei Xu (Soochow University, Suzhou, China). To construct the shlncTRPM2-AS plasmid, the primers (F: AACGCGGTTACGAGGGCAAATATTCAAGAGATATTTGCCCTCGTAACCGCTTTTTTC, R: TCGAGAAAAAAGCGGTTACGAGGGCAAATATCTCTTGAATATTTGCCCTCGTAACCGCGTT) were inserted into vector pLL3.7, and the presence of the plasmid was confirmed by sequencing and restriction enzyme digest using Hpa I and Xho I.

### Cell culture, lentiviral infection, and transfection

Human THP-1 cells were purchased from ATCC and cultured in RPMI-1640 medium (HyClone, Logan, Utah) with 10% FBS (Gibco, Hong Kong) containing 1% penicillin–streptomycin solution and 0.05 mM β-Mer (Invitrogen, Camarillo, CA, USA) at 37 °C in a humidified 5% CO_2_ atmosphere. THP-1 cells were infected with the LV5 (EF-1aF/GFP&Puro) lentiviral vector carrying the target gene sequence or a scrambled shRNA purchased from GenePharma. Inc (Shanghai, China) according to the manufacturer’s protocol. To select cells expressing the plasmids, cells were selected with puromycin (Solarbio, Beijing, China) or sorted using a BD FACS Arial III. The human siTRIM21 sequence (UGGCAUGGAGGCACCUGAAGGUGG) was ordered from GenePharma. Inc (Shanghai, China). The siRNAs were transfected at 20 nM final concentration using the FECTTM CP Reagent (Ribo, Guangzhou, China) and analyzed 48 h after transfection according to the manufacturer’s instruction.

### Real-time PCR

Total RNA of cells was extracted using RNAiso Plus reagent (Takara Biotechnology Co. LTD) and reverse transcribed into cDNA using a PrimeScript^TM^ RT reagent kit (Takara Biotechnology Co. LTD) according to the manufacturer’s protocol. Quantitative real-time PCR was performed in triplicate by using FastStart Universal SYBR Green Master (Roche, Shanghai, China) on an Eppendorf Real-Time Detection System (Eppendorf, Shanghai, China). The PCR program was 95 °C for 10 min, (95 °C for 15 s, and 60 °C for 60 s, this part of the program was repeated for 40 amount of cycles) and included a melting curve. The primer pairs used for LncTRPM2-AS, TRPM2, IL-1β, IL-4, IL-6, IL-10, TNF-α, TGF-β, and β-actin are listed in Supplementary Table 4.

### Apoptosis assay

For the apoptosis assay, single cell suspensions were stained with APC-Annexin V (Biolegend, San Diego, CA, USA) and 7-Amino-Actinomycin (7-AAD) (BD Pharmingen, San Jose, CA, USA) in an Annexin V binding buffer according to the manufacturer’s instruction. Cells were analyzed using a BD FACS CantoII. FACS data was quantified using the FlowJo software (Tree Star, Ashland, OR, USA).

### CCK-8 assay

For the CCK-8 assay, cells were incubated in 96-well plates and 10 μL CCK-8 reagent (Sangon Biotech, Shanghai, China) was added into each well according to the manufacturer’s protocol. The absorbance wavelength 450 nm was detected using a Synergy 2 microplate reader (BioTek, Winooski, VT, USA).

### RNA FISH

For fluorescence in situ hybridization (FISH), lncRNA-fluorescence conjugated probes were designed by Ribo Biotech in Guangzhou, China. The RNA FISH experiment was performed using the Fluorescent In Situ Hybridization Kit (Ribo). Samples were counterstained with DAPI (4,6-diamidino-2-phenylindole; Sigma-Aldrich) and images were acquired using a confocal microscope.

### RNA pull-down assay

Biotin-labeled lncTRPM2-AS was constructed in vitro using a Biotin RNA Labeling Mix and T7 RNA polymerase (Ribo) according to the manufacturer’s instructions. Whole cell lysates (50 μg per sample) were incubated with 1 μg of biotin-labeled RNA overnight at 4 °C and complexes were purified with Streptavidin agarose beads (Invitrogen) for 4 h at 4 °C. The expected proteins in the complexes were detected using Western blot analysis while expected RNAs in the complexes were detected by RT-PCR analysis.

### RIP assay

RNA-binding protein immunoprecipitation (RIP) was performed using the RIP kit (MBL) according to the manufacturer’s protocol. The relative cell lysates were harvested using the RIP lysis buffer and incubated with control IgG or TRPM2 antibody (Abcam, ab11168) overnight at 4 °C. The interaction complexes were precipitated using Protein G beads (Roche) and RNAs were detected by RT-PCR.

### Cellular calcium detection

Cellular calcium levels were assessed using Calcium Orange^TM^ (Invitrogen, Camarillo, CA, USA). Cells were stained with 10 μM Calcium Orange^TM^ for 1 h at room temperature and washed with PBS to remove excess probe. The mean fluorescence was determined using the BD FACS Arial III. FACS data was analyzed using the FlowJo software (Tree Star, Ashland, OR, USA). The calcium density is either observed under confocal laser scanning microscope (CLSM). After cells were stained with 10 μM Calcium Orange^TM^, Cells were then washed with PBS and fixed with 4% paraformaldehyde in PBS for 20 min, permeabilized with 0.2% Triton X-100 and blocked with 3% bovine serum albumin. Nuclei were counterstained with DAPI (4, 6-diamidino-2-phenylindole; Sigma-Aldrich).

### ROS detection

Cellular ROS levels were detected using CellROX® Deep Red reagent (Invitrogen). Briefly, cells were treated with a final concentration of 5 μM CellROX® Deep Red reagent for 30 min at 37 °C and cells were subsequently washed three times with PBS. The mean fluorescence was determined using the BD FACS Arial III. FACS data were analyzed using the FlowJo software (Tree Star, Ashland, OR, USA).

### Western blot analysis

Cell lysates were obtained from cultured cells using RIPA lysis buffer (Beyotime, P0013C) containing protease inhibitors PMSF (Sigma) for 20 min on ice. The BCA Protein assay kit (Thermo Scientific) was used to quantify protein concentration in the samples. Prior to loading, 5× SDS loading buffer was added to protein lysates and the samples were boiled for 10 min. Samples were separated using SDS-PAGE gel and transferred to polyvinylidene fluoride (PVDF) membranes. Membranes were blocked in 5% milk and incubated with the following antibodies overnight at 4 °C: anti-β-Actin (1:1000, mouse polyclonal, Cell Signaling Technology, 3700), anti-Ubiquitin (1:1000, rabbit polyclonal, Cell Signaling Technology, 43124), anti-TRPM2 (1:1000, rabbit polyclonal, Abcam, ab96785), anti-TRIM21 (1:200, mouse polyclonal, Santa Cruz, sc-25351), and anti-LC3 (1:1000, rabbit polyclonal, Cell Signaling Technology, 12741). Blots were then incubated in HRP-conjugated secondary antibodies, treated with enhanced chemiluminescence (ECL) reagents (Bio-Rad), and protein bands were observed by exposure to X-ray films (Kodak).

### Ubiquitination site detection

TRPM2 contains 85 lysine residues. Eleven of these (Lys8, Lys55, Lys117, Lys307, Lys314, Lys405, Lys423, Lys596, Lys703, Lys1218, and Lys1544) were predicted to be potential ubiquitination sites by the protein lysine modification database (http://plmd.biocuckoo.org/). To identify TRIM21-dependent ubiquitination sites of TRPM2, we replaced each of the eleven TRPM2 lysine residues noted above with arginine. HA-Ub, wild type, and mutant TRPM2 were transfected into 293T cells together with or without TRIM21-Flag. After 48 h, ubiquitination sites were assessed by Western blotting.

### Statistical analyses

GraphPad Prism 9.0 was used for statistical analysis. Data are expressed as mean ± SD. Differences between two groups or more than two groups were performed by Student’s *t*-test or ANOVA, respectively. *P* values less than 0.05 were considered statistically significant.

## Supplementary information

Supplemental materials

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Checklist

## Data Availability

The data used and/or analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: LncTRPM2-AS inhibits TRIM21-mediated TRPM2 ubiquitination and prevents autophagy-induced apoptosis of macrophages in asthma
**Source:** Cell Death Dis. 2021 Dec 13;12(12):1153. doi: 10.1038/s41419-021-04437-6
**Supplement:** Supplementary file 1 — Supplemental materials

**Supplementary methods**

**Cell treatment**

THP-1 , shNC or shAS cells were treated with 100 µM cADPR (MCE,HY-N7395) for 10 min or 10 µM Bay-K-8644 (MCE,HY-10588) for 24h. Then cells were collected for FACS, Real-time PCR and Western blot analysis.

**Construction of different domains of TRPM2**

WT full-length plasmid of TRPM2 (0-4662bp), domain1 (0-1092bp), and domain 2 (0-2937bp), all of which are tagged with Myc constructed by Youbio (Youbio Biological Technology,China).

**RIP assay**

RNA-binding protein immunoprecipitation (RIP) was performed using the RIP kit (MBL) according to the manufacturer's protocol. The relative cell lysates were harvested using the RIP lysis buffer and incubated with control IgG or Myc antibody (CST, 9B11) overnight at 4℃. The interaction complexes were precipitated using Protein G beads (Roche) and RNAs were detected by RT-PCR.

**Mass spectrometry**

ShNC and shAS cells were harvested, then sonicated three times on ice using a high intensity ultrasonic processor (Scientz) in lysis buffer containing 150 mM NaCl, 10 mM HEPES, 8M urea and protease inhibitors mixtures (Sigma). The remaining debris was removed by centrifugation at 12,000 g at 4 °C for 10 min. Finally, the supernatant was collected and the protein concentration was determined with a BCA kit according to the manufacturer’s instructions. For digestion, the protein solution was reduced with 5 mM dithiothreitol for 30 min at 56 °C and alkylated with 11 mM iodoacetamide for 15 min at room temperature in darkness. Finally, trypsin (Thermo Fisher) was added at 1:50 trypsin-to-protein mass ratio overnight. The tryptic peptides were purified using C18 Zip Tip. Then the peptides were analyzed by an Orbitrap Elite hybrid mass spectrometer (Thermo Fisher) coupled with a Dionex LC. The resulting MS data were processed using Proteome Discoverer 1.2. Tandem mass spectra were searched against UniProt database concatenated with reverse decoy database. The mass tolerance for fragment ions was set as 0.02 Da. Systematic bioinformatics analysis of proteins including protein annotation, function classification, function enrichment were conducted. For immunoprecipitation, shNC and shAS cells were harvested by Nonidet P-40 lysis buffer containing 150 mM NaCl, 20 mM Tris-HCl (PH7.4), 1% NP-40, 0.5 mM EDTA, PMSF (50 μg/mL) and protease inhibitors mixtures . M2 affinity gel (A2220; Sigma-Aldrich) was used to pull down TRPM2 antibody from the whole cell lysates. SDS-PAGE gels were stained with the Silver Staining kits (Beyotime, P0017S). The gel bands from control and experimental samples were carefully excised, and then were digested with trypsin. The subsequent steps are the same as the above steps of whole protein mass spectrometry.

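Supplementary Table 1 comes from mass spectrometry of whole-cell protein, which is digested with trypsin into peptides. The spectra of the peptides' fragments are searched against a protein database to assign them to proteins. The cells compared are THP-1 cells with lncTRPM2-AS silenced by shRNA (shAS) and cells with a control shRNA (shNC). Unique peptides are those that match a single protein, and more of them make the identification of that protein firmer. The ratio column divides the amount in shAS cells by that in shNC cells, so a value below 1 is a lower amount after silencing. These protein measurements were not analysed here.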

**Supplementary Table 1** The first 10 significantly reduced proteins with a unique peptide detection greater than 5 were analyzed by mass spectrometry in shAS and shNC cells.

| Accession | Description | Unique Peptides | MW [kDa] | Ratio: (shAS) / (shNC) |
| --- | --- | --- | --- | --- |
| Q99541 | PLIN2 | 5 | 48 | 0.243 |
| Q32MZ4 | LRRFIP1 | 5 | 89.2 | 0.285 |
| O94759 | TRPM2 | 17 | 171.2 | 0.508 |
| Q9Y3L3 | SH3BP1 | 5 | 75.7 | 0.523 |
| P31146 | CORO1A | 10 | 51 | 0.552 |
| Q16555 | DPYSL2 | 17 | 62.3 | 0.573 |
| Q05639 | EEF1A2 | 5 | 50.4 | 0.578 |
| Q16822 | PCK2 | 12 | 70.7 | 0.582 |
| P35527 | KRT9 | 8 | 62 | 0.584 |
| P08243 | ASNS | 11 | 64.3 | 0.587 |

**Supplementary Table 2** E3 ubiquitin ligases were screened from IP mass spectrometry data in shAS cells.

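In the experiment of Supplementary Table 2, TRPM2 was pulled down from shAS cells with an antibody, and the proteins that came with it were identified by mass spectrometry. E3 ubiquitin ligases are the enzymes that choose the protein to which ubiquitin is attached. The table gives no ratio to a control pull-down, and the number of unique peptides describes how well a protein was covered, which also depends on its size and amount. These measurements were not analysed here.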

| Accession | Description | Unique Peptides | MW [kDa] |
| --- | --- | --- | --- |
| P49792 | RANBP2 | 1 | 358 |
| O60858 | TRIM13 | 1 | 47 |
| Q14258 | TRIM25 | 4 | 70.9 |
| P19474 | TRIM21 | 30 | 54.1 |
| P61289 | PSME3 | 2 | 29.5 |
| O75592 | MYCBP2 | 16 | 513.3 |
| Q7Z6Z7 | HUWE1 | 3 | 481.6 |
| Q9NS91 | RAD18 | 3 | 56.2 |

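Each mutant of TRPM2 in Supplementary Table 3 has a lysine replaced by arginine, which keeps the positive charge but cannot take up ubiquitin at that position. The plasmid is copied with a pair of primers that carry the change and bind the same place on opposite strands, and DpnI then digests the methylated parent plasmid. The table lists 11 pairs, with primers of 26 to 37 nucleotides. In 10 pairs the reverse primer as printed is the exact reverse complement of the forward primer. In the other pair, for K307R, the forward primer has 31 nucleotides and the reverse primer 30, and the reverse primer is the reverse complement of the forward primer with 1 base left out.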

**Supplementary Table 3** Sequences of primers used in point mutation.

| **Number** | **Sequence (5’-3’)** | **Purpose** |
| --- | --- | --- |
| P1 | CCGAGCCAGCTCTCCTCAGGGCTGAG | Forward primer for K8R |
| CTCAGCCCTGAGGAGAGCTGGCTCGG | Reverse primer for K8R |
| P2 | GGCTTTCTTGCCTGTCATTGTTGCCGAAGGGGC | Forward primer for K55R |
| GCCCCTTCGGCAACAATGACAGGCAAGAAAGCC | Reverse primer for K55R |
| P3 | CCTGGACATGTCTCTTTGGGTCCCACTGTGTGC | Forward primer for K117R |
| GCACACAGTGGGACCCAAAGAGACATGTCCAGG | Reverse primer for K117R |
| P4 | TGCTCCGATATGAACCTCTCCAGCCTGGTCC | Forward primer for K307R |
| GGACCAGGCTGGAGAGTTCATATCGGAGCA | Reverse primer for K307R |
| P5 | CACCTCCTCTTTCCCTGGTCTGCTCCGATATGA | Forward primer for K314R |
| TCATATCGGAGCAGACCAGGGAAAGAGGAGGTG | Reverse primer for K314R |
| P6 | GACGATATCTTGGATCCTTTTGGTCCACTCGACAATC | Forward primer for K405R |
| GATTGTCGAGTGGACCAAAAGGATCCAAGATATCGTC | Reverse primer for K405R |
| P7 | CTGCTGACCATCCCTGCCTTCCCGGAAGAC | Forward primer for K423R |
| GTCTTCCGGGAAGGCAGGGATGGTCAGCAG | Reverse primer for K423R |
| P8 | GCACGTTGAGCCTGACGTGGGGAACGG | Forward primer for K596R |
| CCGTTCCCCACGTCAGGCTCAACGTGC | Reverse primer for K596R |
| P9 | CGGGTGAGCAGTCTCTGGGCTCTCTCTTCG | Forward primer for K703R |
| CGAAGAGAGAGCCCAGAGACTGCTCACCCG | Reverse primer for K703R |
| P10 | GGAGCCCGACCTCCTCAGTGGGTCCAG | Forward primer for K1218R |
| CTGGACCCACTGAGGAGGTCGGGCTCC | Reverse primer for K1218R |
| P11 | GCGGCTGCCCTCTGGAGGAGGGTCTTG | Forward primer for K1544R |
| CAAGACCCTCCTCCAGAGGGCAGCCGC | Reverse primer for K1544R |

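The primer pairs of Supplementary Table 4 are those of the RT-PCR measurements, in which the amount of a transcript is read from the number of amplification cycles it needs and is set against a reference transcript. The table covers lncTRPM2-AS, TRPM2, several cytokines and β-actin. The RT-PCR values were not analysed here.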

**Supplementary Table 4** Sequences of primers used in qRT-PCR.

| **Name** | **Sequence (5’-3’)** |
| --- | --- |
| Human β-actin | F: GGGCATGGAGTCCTGTGGCA |
| R: GGGTGCCAGGGCAGTGATCTC |
| Human TRPM2-AS | F: CGTGACCAGGTTCAGACACA |
| R: TGGGCAGTTTGGTTCTGGTT |
| Human TRPM2 | F: AAGCCTCAGTTCGTGGATTC |
| R: TGAAGACGATGTCGCCAAAG |
| Human IL-1β | F：AGCTACGAATCTCCGACCAC |
| R: CGTTATCCCATGTGTCGAAGAA |
| Human IL-4 | F: TGCCTCACATTGTCACTGC |
| R: GCACATGCTAGCAGGAAGAAC |
| Human IL-6 | F: ACTCACCTCTTCAGAACGAATTG |
| R: CCATCTTTGGAAGGTTCAGGTTG |
| Human IL-10 | F: AAGACCCAGACATCAAGGCG |
| R: AATCGATGACAGCGCCGTAG |
| Human TNF-α | F: CTCTTCTGCCTGCTGCACTTTG |
| R: ATGGGCTACAGGCTTGTCACTC |
| Human TGF-β | F: CTAATGGTGGAAACCCACAACG |
| R: TATCGCCAGGAATTGTTGCTG |

**Supplementary Figure 1** RIP was performed using anti-TRIM21 and control IgG antibodies, followed by real-time PCR to examine the enrichment of lncTRPM2-AS. Bars, ±SD; n = 3, **P < 0.01.

**Supplementary Figure 2** The image of western blot shows that the domain was successfully constructed.WT full-length plasmid of TRPM2 (0-4662bp), Domain1 (0-1092bp), and Domain 2 (0-2937bp), all of which are tagged with Myc and co-transfected with lncTRPM2-AS in 293T cells. n = 3.

**Supplementary Figure 3** The TRPM2 channel activator cADPR was used to stimulate THP1 cells, and then flow cytometry was used to detect the changes in cellular ROS. n = 3.

**Supplementary Figure 4** The effects of two different calcium agonists on calcium in shAS cells. **A** After shNC and shAS cells were treated with TRPM2 activator cADPR, calcium was detected by flow cytometry. **B** ShNC and shAS cells were treated with voltage-gated calcium channel activator Bay-K-8644, and calcium was detected by flow cytometry. n = 3.

How the deposited data were processed for this re-analysis (not part of the article)

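Microarray data of THP-1 cells were used, with 1 array of untreated control cells and 1 array of LPS-stimulated cells. Both arrays lay on 1 slide and were read in 1 scan, so that slide and scan do not separate the conditions, and the position of the array on the slide cannot be told apart from the condition. Conditions were taken from the sample labels and from the methods of the paper.

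The authors deposited, for each array, the output of Agilent Feature Extraction 11.5.1.1 for a layout of 1064 rows and 170 columns of spots, with an intensity for every spot after background subtraction and correction of spatial trends by that software, and with no scaling between the arrays. For spots with a negative background-subtracted signal, that intensity is a positive value set by the software and not the subtracted signal. The flags per spot in the same files (outlier, saturated, positive and significant, well above background) are those of the authors' scanner software and hold 0 or 1. The authors also deposited a table of processed intensity values, 1 per probe and array. For 97.1% of its values on the control array and 96.9% on the LPS array, the value lies within 0.001 (log2) of the mean log2 intensity over all spots of the probe, without scaling between the arrays. The paper's text does not state the normalization, the threshold for a changed lncRNA or the LPS dose. The treatment time of 48 h and DMSO as the control's vehicle are in the sample labels alone.

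From these files, control spots were set aside, spots with an outlier flag (1.71% on the control array and 1.93% on the LPS array) were left out, and the log2 intensities of the remaining spots of each of the 75149 probes were averaged. Where every spot of a probe carried the flag, all its spots were used. The 75th percentile over the probes of each array was then subtracted. A probe was detected on an array when a majority of its kept spots were well above background, and was called when the arrays differed by at least 2-fold. Where 1 of the arrays was not well above background, the brighter array was set against the higher of the lowest signal among detected probes of the dimmer array and the probe's own value, and the fold is a lower bound. Where both were below background no fold was computed. With 1 array per condition there is no replicate, so no p-value and no SD between samples was computed. The SD between spots of a probe describes technical error alone, and the number of arrays limits the precision.

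The rules written before the data were examined assumed gene names and classes of RNA, with counts for lncRNAs and mRNAs, the values of the lncRNAs and genes the paper names, the named genes with the largest changes, a list of LPS response genes, and the correlation of antisense transcripts with their host genes. The files pair no probe with a gene and mark none as lncRNA or mRNA, although 2755 of the probes with RNA names carry a class label such as snoRNA or tRNA in the name. Of the probe names 103 equal a synonym in the RefSeq gene table used here (102 of them the letter p and a number, and 1 RNA and a number). These short matches were not taken as gene names. Results were therefore made per probe and per form of the probe name (p, A_ or RNA), no form was taken to stand for lncRNA or mRNA, and lncTRPM2-AS, XLOC009836, ENSG00000259225.2 and ENSG00000243429.1 were not measured here. By rule, the 2 probes with the largest measured rise and the 2 with the largest measured fall are named.

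The alternatives chosen before the data were examined were the normexp background correction of limma with an offset of 50, quantile normalization, scaling to the 50th percentile or to the 75th percentile of the detected probes, no scaling, calls only for probes detected on both arrays, no filter, the flag for a positive and significant signal, thresholds of 1.5-fold, 3-fold and 4-fold, and the authors' processed table. The normexp correction used the median spot and median local background intensities, because the files as used here hold no mean spot intensity. Cyclic loess normalization, scaling by the E1A control probes and a minimum signal of 100 on the brighter array were added after the data were examined.

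The calls were tested on simulated data for the comparison of LPS with control, with 75149 probes, 200 of them changed, and spot SDs between 0.08 and 0.61 (log2) taken from each of the 10 groups of probes by signal and each array. Without a trend with the signal, all 100 probes changed 4-fold and 50 of 100 changed 2-fold, which lies at the threshold itself, were called in the right direction. Of the unchanged probes, 138 were called higher and 102 lower, all in the 3 dimmest groups, which hold 22500 unchanged probes. With the median difference of each group added to its probes, 99 of 100 probes changed 4-fold were called in the right direction, and 9014 otherwise unchanged probes were called lower, 9013 of them in the 3 dimmest groups. A call in those groups therefore does not separate a probe's own change from the trend. The simulated noise was that between spots alone, and the changed probes all had a mean signal above 10, which leaves out the dimmest group. The simulation therefore gives no error rate for the 7 brighter groups. The data held 949 lower calls in the fourth dimmest group and 402 in the fifth, whose cause it does not address. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The PBMC sequencing, the RT-PCR and the mass spectrometry were not analysed here. The array design names the hg19 build, while the gene tables are those of GRCh38.p14, so no coordinates are given and these tables served for names and neighbours alone.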

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

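The tests of explanations in this part were chosen after the result was seen. The scaling by the E1A control probes was also added after the data were examined, while the other scalings were set before. The arrays carry control probes named for human GAPDH and human PGK1, with 10 spots each, in a set of control spots that the paper does not report on. All 4 were brighter on the LPS array than on the control array. After scaling to the 75th percentile, the difference, LPS minus control, was 0.51 (log2) for Human-GAPDH_3, 0.54 for Human-GAPDH_5, 0.33 for Human-PGK1_3 and 0.39 for Human-PGK1_5. The SD between spots of these probes lay between 0.03 and 0.12 on each array. Of Human-GAPDH_5, 5 of the 10 spots on the LPS array carried no outlier flag. The direction stayed under scaling to the 50th percentile, under no scaling and under scaling by the E1A control probes, where the differences were 0.33, 0.36, 0.15 and 0.21 in the same order.

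A brighter LPS array would raise control probes of other kinds to the same degree. Without scaling, the 25 bright control probes of other kinds (6 E1A, 2 ERCC and 17 DCP, with a signal of at least 100 on both arrays) differed by -0.21 to 0.47, with a median of 0.27. The smaller unscaled difference of the GAPDH probes was 0.64, above all of these by more than the spot SD, which argues against a brighter array as the whole cause for GAPDH. The smaller unscaled difference of the PGK1 probes was 0.46, within that range, so for PGK1 a brighter array remains open.

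A shift shared by bright probes was tested against other probes of like signal (within 0.5 on the log2 scale). In the order above, their median differences were 0.04, 0.02, 0.04 and 0.02, with SDs over probes of 0.36, 0.25, 0.38 and 0.44. The 4 probes lay at the 94.5, 95.8, 89.97 and 92.2 percentiles of these differences. They exceed the medians but lie within the scatter of single probes, so this test decides nothing. A change in these transcripts with LPS stimulation also remains open, and it was not tested because each condition has 1 array.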

How the results depend on the processing

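Cyclic loess, scaling by the E1A control probes and the minimum signal of 100 were chosen after the data were examined; the other alternatives were set before. Under every alternative run, more probes were lower than higher on the LPS array, for all probes and for each form of name. The sizes of the counts moved with the normexp setting (background correction and offset together), the normalization, the filter and the threshold.

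With the normexp background correction, 312 probes were higher and 1314 lower (p names 84 and 563, A_ names 228 and 725). Of these, 309 of the higher and 1311 of the lower probes were also called in the main setting. Under quantile normalization, 2827 were higher and 3610 lower (p names 1542 and 2009, A_ names 1213 and 1525), and the share of lower calls fell from 95.5% to 56.1%. Under cyclic loess, 1648 were higher and 4165 lower (p names 817 and 2360, A_ names 798 and 1719), with 71.6% of the calls lower. Quantile normalization and cyclic loess remove a trend with the signal by construction. The difference between the dimmest and the brightest of the 10 groups of probes was -1.88 (log2) in the main setting. It became -0.02 under quantile normalization and 0.00 (-0.0048) under cyclic loess. Under normexp it was -0.33. The normexp setting adds an offset of 50 to every value, which by itself shrinks the log2 differences of dim probes. Its counts and its -0.33 therefore cannot separate the background correction from the offset, and they are no independent check of the trend. A scaling by a single factor cannot change the difference between these groups. This difference was -1.89 with the authors' processed table.

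With calls restricted to probes detected on both arrays, 4562 were lower (p names 2733, A_ names 1723), because calls that rest on a bound drop out. With a signal of at least 100 required on the brighter array, 1568 were lower (p names 628, A_ names 906), with 459 higher. At 1.5-fold, 1794 were higher (p names 667, A_ names 1095). At 3-fold, 214 were higher and 6163 lower (p names 61 and 3916, A_ names 153 and 2122), and at 4-fold 108 were higher and 3405 lower (p names 24 and 2129, A_ names 84 and 1206).

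Scaling to the 50th percentile, scaling to the 75th percentile of detected probes, no scaling, scaling by the E1A control probes, no filter, the flag for a positive and significant signal, and the authors' processed table kept every count for all, p-named and A_-named probes within 1.5 times of the main one. The median difference over all probes was -0.13 (log2) in the main setting, -0.01 with the 50th percentile, 0.05 with quantile normalization and -0.31 with the E1A control probes. The number of probes detected on both arrays was 68824 with the flag for a positive and significant signal and 53460 over the probes of the authors' processed table, against 61465. The background correction, the scaling and the threshold do not enter that number.

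The alternatives that treat several probes of a gene, and those for the lncRNAs and genes the paper names, were not run, because no probe was paired with a gene. No paired analysis was possible because there is 1 array per condition. The signal over background limits what can be called. In the dimmest of the 10 groups, with mean signals of 2.26 to 8.98, all 2244 calls are bounds, while in the brightest group all 112 lower calls are measured.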

Differences from the paper's values

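The paper's Fig. 1C gives about 510 lncRNAs higher and about 500 lower in LPS-stimulated THP-1 cells, read by eye. These counts have no direct counterpart here, because the probes that measure lncRNAs are not known. Within a given setting, the number of all probes called is the most lncRNA probes that could be called. In the main setting it was 543 higher and 11473 lower at 2-fold, so neither of the paper's counts lies beyond it. For the higher count, nearly all of the 543 probes, of which 365 have A_ names, would have to measure lncRNAs to reach the paper's count. Whether they do is not known, so lying under the ceiling does not show that the counts match. This ceiling moves with the setting. At 2-fold, the higher count was 603 with no filter, 754 with no scaling and 2827 under quantile normalization. Among the alternatives set before the data were examined, fewer probes than the paper's lncRNAs were higher with normexp (312), at 3-fold (214) and at 4-fold (108), each by more than 1.5 times, and with calls for probes detected on both arrays (504) and the authors' processed table (463), each by less than that. The authors' processed table lacks 9689 probes, among them 81 that were called higher in the main setting, so its count is that of a smaller set of probes. For the lower probes no alternative gave fewer than the paper's count.

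Fig. 1C shows nearly as many lncRNAs higher as lower in THP-1 cells, whereas 95.5% of the probes called here were lower, and 97.7% of those with p names and 91.4% of those with A_ names. The nearest to an even split was quantile normalization, set before the data were examined, with 56.1% lower.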

Other observations

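Of the tests in this part, the one on regions of the array was chosen before its result was seen and the others after. Dim probes were lower on the LPS array. The median difference, LPS minus control, was -1.84 (log2) in the dimmest of 10 equal groups of probes, -1.39 in the next, -0.62 in the third, -0.27 in the fourth and 0.03 in the brightest. Spots with a negative background-subtracted signal hold a positive intensity set by the software. The log2 differences of dim probes can therefore compare a measured signal with such a value. The dimmest probes fell in all 16 blocks into which the array was divided, and the smallest median fall in a block was -1.66, which argues against a region of the array with poor signal. A scanner background left after the software's subtraction would raise all spots of the control array. The background-subtracted means of the negative control spots were -4.03 on the control array and -3.94 on the LPS array (SD 2.00 over 577 spots and 1.97 over 576). With the LPS mean divided by 1.12, the ratio of the arrays in the brightest group, the control array minus the LPS array comes to -0.53 signal units there. This argues against a remaining scanner background shared by all spots. The background before subtraction was not compared. A difference in the scanner's linearity would lower all probes of the same signal alike. The 13 control probes with a mean signal from 8 to 64 had a median difference of 0.16 (log2), against -0.75 for the 20956 other probes in that range, above nearly all of 10000 random sets of 13 such probes, which argues against linearity as the whole cause. They did not move together. Before scaling, 10 were brighter on the LPS array and 3 dimmer, namely ETG05_36762 by -1.28 (from a signal of 36.3 to 14.9), ETG02_36680 by -0.77 (28.0 to 16.4) and (+)E1A_r60_a104 by -0.41 (39.0 to 29.4).

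In signal units, with the LPS array divided by the same 1.12, the control array was higher by a median of 8.92, 14.0, 13.2, 11.6 and 10.1 in the 5 dimmest groups, then by 7.46, 5.78 and 3.90, and in the last groups the values were -0.11 and 0.18. This restates the trend on another scale and is no separate test of its cause. Labelled material that binds human probes on the control array is a possible explanation. Probes that were not positive and significant on the LPS array had a median background-subtracted signal of 12.0 on the control array, where 84.5% of them were positive and significant, while of the 1090 probes not positive and significant on the control array 11.7% were so on the LPS array. Low levels of real transcripts in control cells would give the same values, so these sources cannot be told apart with 1 array per condition. A lower level of many weakly expressed transcripts after LPS stimulation remains open and was not tested.

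The authors' processed table holds 65528 rows, which are 65460 probes and 68 control probes, and 9689 probes of the scanner files (12.9%) are absent from it. The 65460 probes are exactly the first distinct probe names in the order of the spots, and the table ends 8 rows short of 65536, the row limit of an older spreadsheet format, which is consistent with a table shortened by a row limit. A filter on detection would leave out dim probes, yet 83.3% of the absent probes and 82.2% of the probes in the table were well above background on the LPS array. Of the calls at 2-fold, 81 higher and 1330 lower were at probes absent from the table. No biological explanation was tested for this pattern.

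In the gene tables used here, with assembly GRCh38.p14, ENSG00000259225 is LINC02345, of the class lncRNA, and ENSG00000243429 is OR7E29P, of the class pseudogene. TRPM2-AS is of the class lncRNA and lies within the span of TRPM2. XLOC009836 was not matched to a name. No probe was paired with these genes, so they have no array value here.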
